A study of Mus musculus with 6 samples. Its data were reported in "MBNL splicing factors regulate the microtranscriptome of skeletal muscles" (2024).

How the data were processed

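Quadriceps RNA was extracted with TRIzol from mice aged 12 weeks (3 WT and 3 HSA-LR samples), and stranded total RNA libraries were prepared after removal of ribosomal RNA, per the labels. Samples were grouped by the genotype in their titles, with the replicate numbers given there. The authors deposited 1 table per sample with expected counts, TPM (transcript abundance), FPKM, length and effective length for 53947 genes. The submitters' processing notes name RSEM 1.3.1, Bowtie2 and the mouse genome build GRCm39, and the annotation release is not given in the sources used here. Expected counts, as deposited by the authors, are RSEM's estimates of the reads of each gene, in which reads that match several genes are divided between them. The deposited TPM values are those counts corrected by the authors for effective length and scaled to a fixed sum per library. The other columns (gene length and effective length per library), also deposited by the authors, were used for length checks, and FPKM was not used. The study's text describes its small RNA libraries and not the processing of these total RNA libraries, so the test was not taken from it.

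Gene symbols, biotypes and coordinates came from GENCODE M39 on GRCm39, matched by stable gene identifier for 53400 of 53947 genes (98.99%). Gene list members were matched by symbol, and the few with no match or with 2 possible identifiers were left out. In the WT libraries between 92.5% and 92.9% of expected counts were whole within 0.005, zeros included. Expected counts were rounded to whole numbers. Library totals ranged from 11468959 to 15023710 counts, at which 3 counts correspond to 0.2 to 0.262 CPM per library. Counting intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules. The common dispersion was 0.0535, a coefficient of variation of 0.231 between libraries.

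Genes were kept with edgeR's filterByExpr (13576 genes), normalised by TMM and tested with edgeR's robust quasi-likelihood F test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with the group as the only term. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called. SEs of log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. CPM values are on TMM-scaled library sizes. Gene lists and cell type marker lists, 35 in all, were written before the data were examined, as were the tests and the alternatives except where stated. The 33 lists with at least 3 tested genes other than the sex-linked genes were tested with camera (correlation between genes preset at 0.01), with Benjamini-Hochberg adjustment over these lists. Beside this, camera was run with an estimated correlation, which called 0 lists at an adjusted p below 0.05, and fry, which tests each list alone, called 4 lists directionally and 23 for change in either direction. With an estimated correlation and no adjustment the insulin signalling list had p = 0.0127 and the targets of miR-23, miR-27 and miR-24 p = 0.0374, and no other list was below 0.05. The estimated correlations of these lists were -0.0219 and -0.00993, below the preset 0.01, while their unadjusted camera p with the preset was 7.6e-05 and 0.00735. The setting thus raised p even where the estimated correlation was lower. A call lost with it cannot be put down to correlation between genes alone.

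Genes were named by a rule set before the data were examined. It takes 15 genes of the study's topic, the 10 largest rises and 10 largest falls among called genes with a mean of at least 1 CPM and no overlap between groups (leaving out predicted gene models, immunoglobulin and T cell receptor segments, haemoglobins and sex-linked genes), and for each list up to 4 called members with the lowest p, or 2 members where none was called.

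The procedure was tested on simulated counts drawn for the real genes with the real means, library sizes and dispersions, with 200 genes changed in each of 5 simulations. For this comparison, with 13358 genes tested on average, 1.5% of the genes changed by 0.5 on the log2 scale were recovered, 37.4% of those changed by 1 and 85.5% of those changed by 2, and 8.54% of the calls were false. Of 500 random lists, 2% had a camera p below 0.05. In the real libraries, however, the other splits into 3 and 3 called 8 to 18 lists, against 14 for the real split. No pair of libraries agreed within sampling noise (chi-square per degree of freedom of at least 9.84).

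The alternatives were DESeq2 1.42.0, limma-voom, limma-trend on log2(TPM + 0.1), RLE and upper-quartile factors, no filter and a stricter filter, an effective length offset, a replicate block, each library left out in turn, library sizes without the mitochondrial genes and the 10 most abundant genes, protein coding genes only, and a fold threshold. Added after seeing the data were the removal of each library's loess trend (span 0.5) on transcript length, or on length and GC content, and the share of 7SL and 7SK RNA as a covariate. Similarity to Acta1 was measured with BLAST 2.17.0 on the GENCODE transcripts (at least 80% identity over 200 bases). The transgene's own sequence was not used here. Exon-level splicing and mature miRNAs were not analysed here, since the values are per gene.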

Results

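Gene expression in quadriceps muscle was measured by total RNA-seq in 3 wild-type (WT) and 3 HSA-LR samples from mice aged 12 weeks. HSA-LR mice carry a human skeletal actin transgene with about 220 CTG repeats, whose expanded CUG RNA sequesters MBNL splicing factors, and serve as a model of myotonic dystrophy type 1. The libraries of replicates 1, 2 and 3 held 14939462, 15023710 and 14048603 counts in WT and 11468959, 11762822 and 13220792 counts in HSA-LR. Values are means ± SD over 3 libraries per group in CPM (counts scaled to a common library size), and log2 fold changes (HSA-LR over WT) carry their SE. The labels give each sample its own replicate number but do not state that each came from a separate animal, so p-values measure the spread between these samples.

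The composition of the libraries differed between the groups. 7SL and 7SK RNA, the abundant non-coding RNAs of the signal recognition particle and of a transcription elongation complex, took 14.6% ± 0.785 of the counts in WT and 28.9% ± 13.3 in HSA-LR. The lowest HSA-LR share, 18.85% in replicate 2 (Clopper-Pearson 95% interval 18.83 to 18.87), lay above the highest WT share, 15.53% in replicate 3 (15.51 to 15.55), and HSA-LR replicate 1 stood apart at 43.95% (43.92 to 43.97). These intervals cover counting error only. The two-sided exact permutation test gave p = 0.1, the smallest that 3 against 3 libraries allow. Protein coding genes took 81.2% ± 0.710 of the counts in WT and 66.6% ± 13.2 in HSA-LR. Among 12069 protein coding genes, the log2 fold change fell with transcript length (Spearman's rho across genes -0.252; genes are not independent replicates). The median was 0.31 in the shortest of 8 length classes and -0.19 in the longest, and in each of the 3 HSA-LR libraries the median difference from the WT mean was highest in the shortest class and lowest in the longest. In the shortest class 175 genes were called higher and 14 lower, and in the longest 38 higher and 302 lower.

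**Figure D1:**
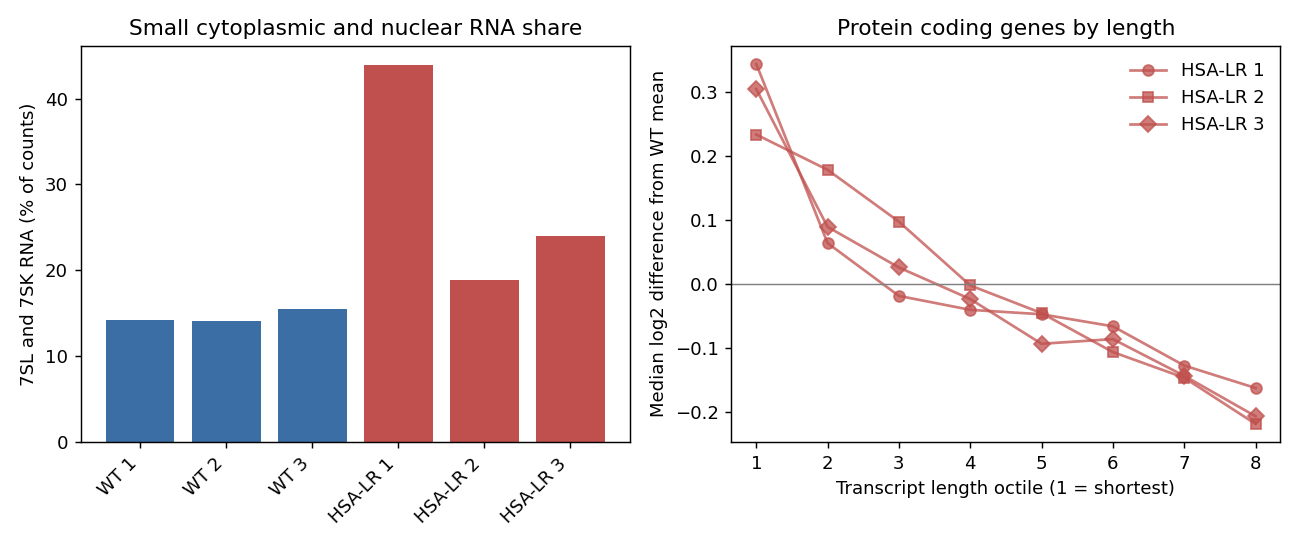
The left panel shows the share of each library's counts taken by 7SL and 7SK RNA (percent; bars are single libraries), with HSA-LR replicate 1 at 43.95%. The right panel shows, for 8 classes of protein coding genes ordered by transcript length, the median log2 difference of each HSA-LR library from the WT mean, which falls from the shortest to the longest genes in all 3 libraries.

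The comparison of HSA-LR with WT asks which muscle RNAs differ in abundance between mice with and without the expanded CUG repeats. The sample labels used here give no strain or litter, and the paper mentions littermate WT mice only for its knockout mice. A difference in genetic background was therefore not separated from an effect of the repeats for any result below. Of 13576 genes tested, 1597 were called at a Benjamini-Hochberg adjusted p below 0.05 by edgeR's quasi-likelihood test, 581 of them higher and 1016 lower in HSA-LR. Of these, 281 rose and 261 fell by at least 1 on the log2 scale. With upper-quartile factors 728 of 1509 calls were higher (48.2%, against 36.4%). All 1597 called genes had the 3 HSA-LR values on one side of the 3 WT values, which held for 37.8% of the tested genes where chance gives 10%. Without HSA-LR replicate 1 there were 2003 calls. The number depended on single libraries: it was 3294 without HSA-LR replicate 2, 185 without HSA-LR replicate 3, and 166, 217 and 211 without WT replicates 1, 2 and 3. Of the 88 called genes that the naming rule takes, 59, 57 and 55 lost the call without WT replicates 1, 2 and 3, 60 lost it without HSA-LR replicate 3, and 2 lost it without HSA-LR replicate 1 and 2 without replicate 2. Over all 17 alternatives for single genes, 5 of the 88 kept the call in each, and 18 lost it or turned in 9 or more. These 18 were Aopep, Drosha, Dicer1, Tnrc6a, Kcnf1, Vldlr, Gja1, Mef2a, Pfkm, Atp2a1, Myl4, H19, Runx1, Ndufb3, Ndufa2, Nr1d1, Adgre1 and Gsn. The count of 5 depends largely on the TPM setting, with which 77 of the 88 lost the call. That setting shifted the median log2 fold change of the tested genes by -0.51. Clcn1, Cilp, Gsk3b, Prkaa2, Hif1an, Mib1 and mt-Nd4, among others, lost the call in that setting only. With each library's trend on transcript length removed, a setting chosen after seeing the data, 1037 genes were called, of which 903 were among the 1597.

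Among the annotated genes called higher with a mean of at least 1 CPM and counts in WT, the largest rise was that of Sln, which encodes sarcolipin, an inhibitor of the sarcoplasmic reticulum calcium pump. Its level rose from 0.808 ± 0.930 CPM in WT to 65.9 ± 15.2 CPM in HSA-LR (log2 fold change 6.29 ± 0.67, edgeR adjusted p = 0.00662; chromosome 9, 53742537 to 53761846, GRCm39). That ranking leaves aside predicted gene models and Actg-ps1, an actin processed pseudogene on chromosome 8 (46682031 to 46683154) with 0 counts in every WT library and 265 ± 116 CPM in HSA-LR, at least 3780-fold higher when WT is set at 3 counts over the group. Actg2, the enteric smooth muscle actin (chromosome 6, 83489887 to 83513551), rose from 0.291 ± 0.273 to 14.3 ± 5.36 CPM (log2 fold change 5.62 ± 0.54). Both are closely related in sequence to Acta1, so that reads of one actin can be assigned to another and their values are uncertain. Acta1 itself, the mouse skeletal actin gene (chromosome 8, 124618501 to 124623661), was at 26730 ± 1228 CPM in WT and 25420 ± 8002 CPM in HSA-LR (log2 fold change -0.07 ± 0.28, edgeR adjusted p = 0.883). With the 7SL and 7SK share as a covariate, a setting chosen after seeing the data, its log2 fold change turned to 0.58 and was called (edgeR adjusted p = 0.0386). Reads of the human actin transgene, whose sequence was not used here, may be counted on Acta1 in HSA-LR. Its values there may thus not measure the mouse gene alone. Other large rises were those of the brush border myosin Myo1a (5.46 ± 0.69), Ccdc192 (4.53 ± 0.48), Spns3 (4.47 ± 0.73), the myeloid receptor Trem2 (4.07 ± 0.88), Rsph1 (3.67 ± 0.62) and S100a4 (3.42 ± 0.54). Cilp, which encodes a cartilage matrix protein, rose from 35.5 ± 12.9 to 313 ± 17.9 CPM (log2 fold change 3.14 ± 0.25, edgeR adjusted p = 0.0016).

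Among the annotated genes called lower with a mean of at least 1 CPM, the largest fall was that of Kcnab1, which encodes a beta subunit of voltage-gated potassium channels (chromosome 3, 64856617 to 65285647). It fell from 46.2 ± 8.97 to 3.01 ± 0.886 CPM (log2 fold change -3.95 ± 0.25, edgeR adjusted p = 0.000742). Actc1, the cardiac actin gene expressed in developing muscle, fell from 81.2 ± 6.35 to 18.2 ± 3.50 CPM (log2 fold change -2.15 ± 0.17, edgeR adjusted p = 0.00151). Its transcript is 85.7% identical to that of Acta1 over 1164 bases, so reads could be shared between them. The expected counts of Actc1 were whole in WT (1249, 1150 and 1064), with no sign of divided reads. In HSA-LR replicates 1, 2 and 3 they were not (151.87, 265.16 and 281.08), so the uncertainty lies in the HSA-LR values. Kcnf1, a second potassium channel gene, fell with a log2 fold change of -2.13 ± 0.54. The other large falls were those of Cyp4f39 (-2.76 ± 0.39), the secreted protein gene Dkk3 (-2.63 ± 0.43), the pseudogene Hmga2-ps1 (-2.62 ± 0.25), Avil (-2.27 ± 0.43), Flrt1 (-2.27 ± 0.26), the spindle gene Tpx2 (-2.26 ± 0.27) and the cadherin gene Cdh4 (-2.15 ± 0.25).

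**Figure D2:**
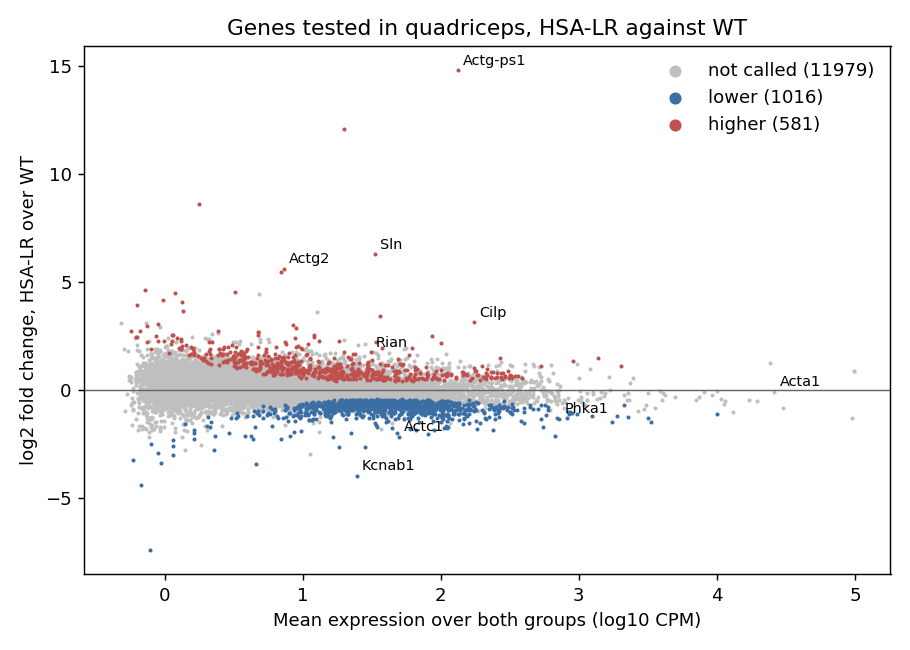
Each point is 1 of the 13576 genes tested, with its mean expression over both groups (log10 CPM) on the horizontal axis and its log2 fold change (HSA-LR over WT) on the vertical axis. Genes called higher (581) are red, genes called lower (1016) blue and the others grey, and the fitted change of Actg-ps1, at 0 in WT, depends on the prior count.

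Genes known to carry MBNL-dependent exons in muscle were called as lower in HSA-LR as a list. Of 37 such genes tested, 14 were called and all 14 were lower. Adjusted over the list alone, 26 were lower and 2 higher. The median log2 fold change was -0.59, and the list passed the gene set test (camera adjusted p = 4.49e-11; adjusted p = 0.633 with an estimated correlation). Clcn1, the muscle chloride channel gene whose mis-splicing causes myotonia (chromosome 6, 42263595 to 42292718), fell from 114 ± 12.3 to 55.4 ± 6.65 CPM (log2 fold change -1.04 ± 0.15, edgeR adjusted p = 0.00637). Phka1, a subunit of phosphorylase kinase, fell from 1031 ± 72.8 to 411 ± 95.3 CPM, the insulin receptor gene Insr from 101 ± 4.88 to 60.3 ± 8.70 CPM, and Vldlr from 218 ± 8.04 to 130 ± 17.9 CPM. The list's median difference from the WT mean was -0.86, -0.38 and -0.65 in HSA-LR replicates 1, 2 and 3. In the same libraries 7SL and 7SK RNA took 43.95%, 18.85% and 23.98% of the counts.

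The RNA of the MBNL proteins themselves was measured as well. Mbnl2 fell from 200 ± 11.7 to 128 ± 8.75 CPM (log2 fold change -0.64 ± 0.13, edgeR adjusted p = 0.0204), and lost the call in 8 of 17 alternatives. Mbnl1, the main MBNL gene of adult muscle, was at 376 ± 31.7 CPM in WT and 249 ± 43.8 CPM in HSA-LR (log2 fold change -0.59 ± 0.17, edgeR adjusted p = 0.0522). It was called by DESeq2 (adjusted p = 0.00754), by limma-voom (adjusted p = 0.0497), without HSA-LR replicate 1 (edgeR adjusted p = 0.042) and without HSA-LR replicate 2 (edgeR adjusted p = 0.00791). Mbnl3 was below 1 CPM in both groups (log2 fold change 0.45 ± 0.51, edgeR adjusted p = 0.568). Celf1, a splicing factor that acts against MBNL proteins on many exons, had a log2 fold change of -0.45 ± 0.15 (edgeR adjusted p = 0.0748; 0.0263 without HSA-LR replicate 2), and Dmpk, the mouse counterpart of the human disease gene, one of 0.28 ± 0.24 (edgeR adjusted p = 0.453). Dmpk was called as higher without HSA-LR replicate 1 (edgeR adjusted p = 0.0242) and with the 7SL and 7SK share as a covariate (edgeR adjusted p = 0.00411). Over 17 alternatives its log2 fold change ranged from -0.48, with TPM, to 0.9984. The TPM setting shifted the median log2 fold change of the tested genes by -0.51, so the negative sign cannot be told from that common shift. Of 20 MBNL paralogs and other splicing regulators tested, 5 were lower and none higher, and 7 were lower when adjusted over the list alone. The lowest p-values were those of the RNA helicase gene Ddx6 (log2 fold change -0.76 ± 0.13), the splicing factor genes Rbfox1 (-1.10 ± 0.21) and Rbm20 (-0.92 ± 0.18), and Mbnl2. The list was called as lower (camera adjusted p = 0.0147; adjusted p = 0.633 with an estimated correlation). It lost the call without HSA-LR replicate 1 (camera adjusted p = 0.0505) and with the 7SL and 7SK share as a covariate (camera adjusted p = 0.42).

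Because the study concerns miRNAs, genes of the miRNA pathway were tested as a group. Of 24 miRNA processing factors tested, 6 were lower and none higher. Adjusted over the list alone, 8 were lower and 2 higher. Ago2, the endonuclease of the RNA-induced silencing complex, fell from 104 ± 6.13 to 50.5 ± 1.70 CPM (log2 fold change -1.05 ± 0.12, edgeR adjusted p = 0.00426; chromosome 15, 72967693 to 73056784). Dicer1, which cuts miRNA precursors in the cytoplasm, fell from 68.8 ± 2.72 to 39.8 ± 8.95 CPM (log2 fold change -0.79 ± 0.17). Drosha, which cuts primary transcripts in the nucleus, fell from 28.5 ± 0.782 to 19.2 ± 3.60 CPM (log2 fold change -0.57 ± 0.16, edgeR adjusted p = 0.0473), whereas its partner Dgcr8 was at 11.5 ± 0.710 and 12.4 ± 1.15 CPM (edgeR adjusted p = 0.656). The GW182 family genes Tnrc6b and Tnrc6a fell with log2 fold changes of -0.80 ± 0.13 and -0.49 ± 0.12. Of 17 alternatives, the call was lost in 12 for Drosha, 10 for Tnrc6a, 9 for Dicer1, 5 for Tnrc6b and 2 for Ago2. The list was called as lower (camera adjusted p = 0.037; adjusted p = 0.601 with an estimated correlation), and by fry as well (fry adjusted p = 0.005). The camera call was lost without WT replicate 1, HSA-LR replicate 1 or HSA-LR replicate 2 (camera adjusted p = 0.0759, 0.0505 and 0.0746). It was also lost with the length trend removed (camera adjusted p = 0.222) and with the 7SL and 7SK share as a covariate (camera adjusted p = 0.127).

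Aopep, the gene in which the miR-23b cluster lies, rose from 50.8 ± 7.73 to 76.9 ± 11.7 CPM (log2 fold change 0.60 ± 0.17, edgeR adjusted p = 0.0477; chromosome 13, 63112649 to 63473910). Aopep lost the call in 11 of 17 alternatives, among them limma-voom (adjusted p = 0.054), the length trend removed (edgeR adjusted p = 0.16) and each WT library left out, and its log2 fold change ranged from 0.05 to 0.86. By RT-qPCR in HSA-LR mice, the paper reported more Aopep RNA near the miRNA sequences. It found no significant change in an upstream part of the gene. The counts used here are per gene and do not separate these parts, so the lost calls do not test that result. Of 31 miRNA host genes and primary transcripts tested, 5 were higher and 2 lower, and adjusted over the list alone 6 were higher and 3 lower. The list as a whole was not called (camera adjusted p = 0.627). Rian, a maternally expressed non-coding RNA of the imprinted Dlk1-Dio3 region that hosts many miRNAs and snoRNAs, rose from 14.2 ± 1.62 to 47.9 ± 22.0 CPM (log2 fold change 1.75 ± 0.31, edgeR adjusted p = 0.0156; chromosome 12, 109570242 to 109628150). Its neighbours Meg3 (log2 fold change 2.09 ± 0.52, edgeR adjusted p = 0.0523) and Mirg (1.69 ± 0.61, edgeR adjusted p = 0.106) were not called, but DESeq2 called both (adjusted p = 1.93e-05 and 0.0327), as did edgeR without HSA-LR replicate 1 (adjusted p = 0.046 and 0.0495). The host genes Mib1 and Mir100hg fell (log2 fold changes -1.73 ± 0.16 and -0.67 ± 0.17), and Egfl7 rose (0.82 ± 0.15).

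Known targets of the miRNAs that the study describes were tested in 3 lists. Of 32 literature targets of miR-23, miR-27 and miR-24, 5 were lower and 1 higher (6 and 1 adjusted over the list alone), with a median log2 fold change of -0.28. The list was called as lower (camera adjusted p = 0.0202; adjusted p = 0.601 with an estimated correlation), and by fry as well (fry adjusted p = 0.005). The camera call was lost with the length trend removed (camera adjusted p = 0.0697) and with the 7SL and 7SK share as a covariate (camera adjusted p = 0.116). Ppargc1a, the coactivator that drives mitochondrial gene expression, fell from 60.6 ± 14.5 to 22.7 ± 3.90 CPM, and the nuclear receptor gene Rxra from 118 ± 11.7 to 62.8 ± 11.8 CPM. Myc rose from 1.60 ± 0.129 to 4.05 ± 0.442 CPM. Of 36 literature targets of miR-1 and miR-206, 1 was higher and 3 were lower, with the same counts adjusted over the list alone. Of the 36, 26 had positive log2 fold changes, with a median of 0.26, and the list's direction was up without a call (camera adjusted p = 0.294), and down without a call with the 7SL and 7SK share as a covariate (camera adjusted p = 0.423). Gja1 rose (log2 fold change 1.03 ± 0.26), and Pim1 (-1.19 ± 0.19), Hdac4 (-0.64 ± 0.13) and Mef2a (-0.54 ± 0.14) fell. Of 82 muscle development genes that the study drew from targets of miRNAs altered in Mbnl1 knockout mice, 3 were higher and 13 lower (8 and 18 adjusted over the list alone). The list's direction was down without a call (camera adjusted p = 0.301). It was up without a call with the length trend removed (camera adjusted p = 0.725) and with the length and GC trend removed (camera adjusted p = 0.728). Its called members with the lowest p were Hif1an (log2 fold change -1.76 ± 0.20), Nmrk2 (-1.52 ± 0.23), Smad3 (-1.06 ± 0.18) and the kinase gene Gsk3b, which fell from 69.6 ± 2.74 to 34.85 ± 1.77 CPM.

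**Figure D3:**
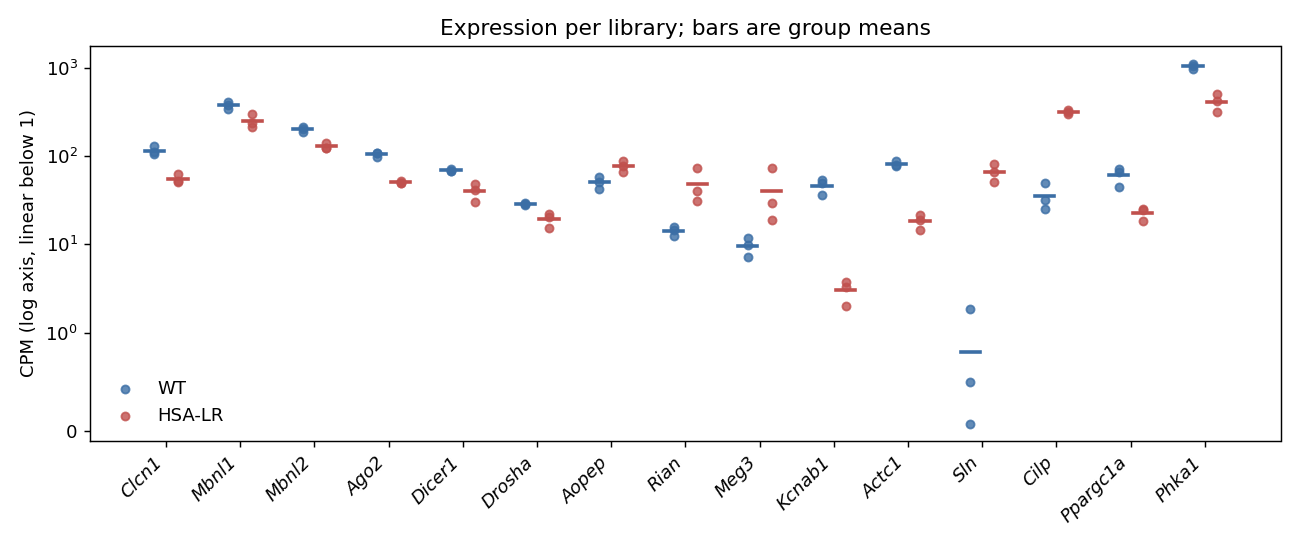
Expression of 15 named genes (CPM, on a log axis that is linear below 1) in each of the 3 WT (blue) and 3 HSA-LR (red) libraries, with group means as bars. The libraries of the groups do not overlap for these genes.

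Lists of excitability, fast fibre and sarcomere genes were called as lower. Of 35 excitability and calcium handling genes, 9 were lower and 2 higher (16 and 2 adjusted over the list alone). The 2 higher genes were Sln and Kcnn3, the small conductance potassium channel gene of denervated muscle (log2 fold change 1.61 ± 0.28), and Clcn1 was among the lower genes. The list was called as lower (camera adjusted p = 0.00108; adjusted p = 0.633 with an estimated correlation). All 18 fast fibre genes had negative log2 fold changes, but 2 passed the test (4 adjusted over the list alone). These were Atp2a1, the fast calcium pump gene, which fell from 13610 ± 1551 to 6397 ± 2259 CPM, and the phosphofructokinase gene Pfkm, which fell from 2656 ± 80.6 to 1629 ± 291 CPM. Each lost the call in 11 of 17 alternatives. Over these the log2 fold change ranged from -1.54 to -0.37 for Atp2a1 and from -1.28 to -0.38 for Pfkm. The fast fibre list was called as lower (camera adjusted p = 0.00036; adjusted p = 0.633 with an estimated correlation). Of 36 sarcomere and cytoskeleton genes, 6 were lower and none higher (11 lower adjusted over the list alone), among them Actc1, Xirp2 (log2 fold change -1.26 ± 0.28) and Myoz3 (-1.14 ± 0.25). That list was called as lower too (camera adjusted p = 0.00052; adjusted p = 0.633 with an estimated correlation). In HSA-LR replicates 1, 2 and 3 the median difference from the WT mean was -0.92, -0.28 and -0.44 for the excitability genes, -0.88, -0.27 and -0.38 for the fast fibre genes and -0.71, -0.06 and -0.27 for the sarcomere genes. With the share of 7SL and 7SK RNA as a covariate, a setting chosen after seeing the data, the excitability and sarcomere lists turned up without a call (camera adjusted p = 0.692 and 0.317) and the fast fibre list was not called (camera adjusted p = 0.853).

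Slow fibre genes were not called as a list (camera adjusted p = 0.263), but were called as higher without WT replicate 2 (camera adjusted p = 3.23e-07). Their median differences from the WT mean were -1.03, 1.6 and -0.54 in WT replicates 1, 2 and 3. Of the 19 genes Sln alone passed the test, also when adjusted over the list alone. Of 16 embryonic, neonatal and regeneration genes, the neonatal myosin gene Myh8 (from 2.40 ± 0.247 to 5.98 ± 1.52 CPM) and the embryonic light chain gene Myl4 (log2 fold change 1.27 ± 0.30) rose while Actc1 fell. Adjusted over the list alone 4 were higher and 1 lower, and the list was not called (camera adjusted p = 0.362). Of 19 neuromuscular junction and denervation genes, Kcnn3 and Runx1 (log2 fold change 1.16 ± 0.32) rose and Hdac4 fell, with the same counts adjusted over the list alone (camera adjusted p = 0.301). That list was called as higher with the 7SL and 7SK share as a covariate (camera adjusted p = 0.00456). Of 17 alternatives, Runx1 lost the call in 9 and Myl4 in 10, and the log2 fold change of Runx1 ranged from 0.17 to 1.47.

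Metabolic genes were tested in 4 lists. Of 21 glycolysis and glycogen genes, 5 were lower and 1 higher (6 and 1 adjusted over the list alone), and the list was called as lower (camera adjusted p = 0.00052; adjusted p = 0.633 with an estimated correlation). Phka1 and Pfkm were among those that fell, while the muscle fructose bisphosphatase gene Fbp2 rose (log2 fold change 1.28 ± 0.29). With the 7SL and 7SK share as a covariate the glycolysis list turned up without a call (camera adjusted p = 0.692). Of 19 insulin signalling and glucose uptake genes, 9 were lower and none higher (10 lower and 1 higher adjusted over the list alone). Prkaa2, the catalytic AMP-activated kinase subunit, fell from 303 ± 17.6 to 120 ± 25.3 CPM and Irs1, an insulin receptor substrate, from 172 ± 55.6 to 68.5 ± 6.93 CPM, beside Gsk3b and Ppargc1a. This list was called as lower (camera adjusted p = 0.000418; adjusted p = 0.418 with an estimated correlation). It fell by about the same amount in each HSA-LR library, with median differences from the WT mean of -0.31, -0.35 and -0.35. Of 12 mitochondrially encoded genes 5 were lower and none higher (6 lower adjusted over the list alone), and the list was called as lower (camera adjusted p = 1.86e-07; adjusted p = 0.601 with an estimated correlation). The genes did not all move alike: 2 had positive log2 fold changes without a call. The log2 fold changes ranged from -1.78 to 1.7. mt-Nd4 fell from 839 ± 42.9 to 259 ± 32.8 CPM, mt-Nd2 from 218 ± 14.0 to 72.9 ± 11.7 CPM, mt-Nd5 from 596 ± 20.1 to 206 ± 27.3 CPM and mt-Cytb from 1158 ± 44.2 to 568 ± 97.0 CPM. Nuclear copies of mitochondrial DNA share sequence with these genes, so their counts are uncertain. Nuclear oxidative phosphorylation genes were not called as a list (46 genes, 2 higher, none when adjusted over the list alone, camera adjusted p = 0.0792; called as higher without HSA-LR replicate 3, camera adjusted p = 0.0445, and with limma-voom, camera adjusted p = 0.0163). With the length trend removed that list's direction was down without a call (camera adjusted p = 0.067). The 2 higher genes, Ndufb3 (log2 fold change 0.49 ± 0.13) and Ndufa2 (0.46 ± 0.13), have short transcripts, and with the length trend removed the log2 fold change of Ndufa2 was -0.011.

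Lists of macrophage, extracellular matrix and progenitor genes were called as higher. All 12 macrophage markers tested had positive log2 fold changes with a median of 1.3, and 6 were called (12 adjusted over the list alone). Among them were the lysosomal marker Cd68 (log2 fold change 1.68 ± 0.31), the scavenger receptor gene Cd163 (1.34 ± 0.29), the integrin gene Itgam (2.02 ± 0.45) and Adgre1, which encodes F4/80 (1.31 ± 0.31). All 29 extracellular matrix genes had positive log2 fold changes with a median of 0.97, but 1 was called (12 adjusted over the list alone). This gene, Col3a1, rose from 515 ± 51.8 to 1317 ± 725 CPM (log2 fold change 1.35 ± 0.35, edgeR adjusted p = 0.0456). All 9 fibroadipogenic progenitor markers had positive log2 fold changes, and Gsn, which encodes gelsolin, was the 1 called (1.10 ± 0.30; 1 adjusted over the list alone). The macrophage and matrix lists were called as higher (camera adjusted p = 5.92e-07 for each), as were the progenitor markers (camera adjusted p = 0.00779). With an estimated correlation none of the 3 was called (adjusted p = 0.633 for each). The median differences from the WT mean in HSA-LR replicates 1, 2 and 3 were 1.99, 0.55 and 1.06 for the macrophage markers, 1.63, 0.14 and 0.70 for the matrix genes and 1.58, 0.26 and 0.52 for the progenitor markers. HSA-LR replicate 1 also had the highest share of 7SL and 7SK RNA, and without it the progenitor markers lost the call (camera adjusted p = 0.0742). With the 7SL and 7SK share as a covariate the macrophage and matrix lists were not called (camera adjusted p = 0.406 and 0.116), and the matrix and progenitor lists turned down (camera adjusted p = 0.0496 for the latter).

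**Figure D4:**
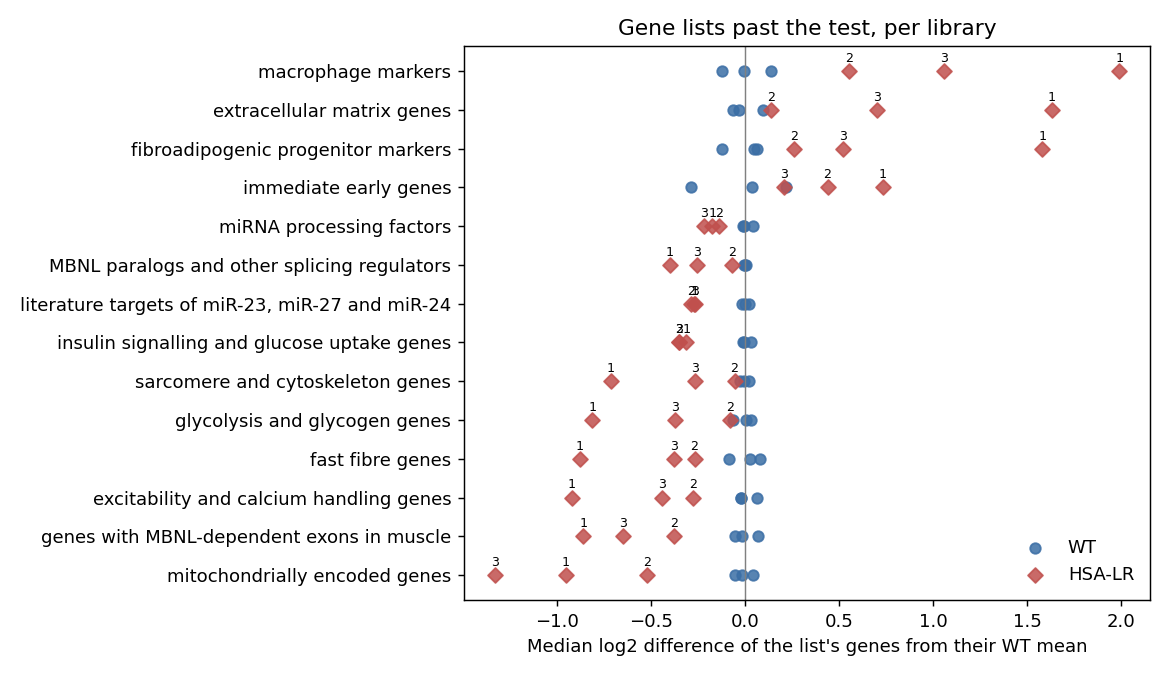
For each of the 14 gene lists past the test, the median log2 difference of its genes from their WT mean is shown for each WT library (blue circles) and each HSA-LR library (red diamonds, numbered by replicate). HSA-LR replicate 1 is farthest from WT for the macrophage (1.99), matrix (1.63) and progenitor (1.58) lists.

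Markers of other cells were tested as well, and none of these lists was called by camera with the group as the only term and all 6 libraries. Endothelial markers (10 genes, camera adjusted p = 0.488) had 1 member higher, Egfl7, and 1 lower, Flt1 (log2 fold change -0.64 ± 0.13), with the same counts adjusted over the list alone. In the remaining marker lists no gene was called, over all genes or adjusted over the list alone. Among the mural cell markers (camera adjusted p = 0.718) Myh11 was at 21.0 and 16.4 CPM and Pdgfrb at 26.0 and 39.1 CPM in WT and HSA-LR. Among the adipocyte markers (camera adjusted p = 0.301) Pparg was at 3.06 and 6.25 CPM and Fabp4 at 157 and 386 CPM. The adipocyte list was called as higher with the replicate number as a block (camera adjusted p = 1.44e-05) and without WT replicate 3 (camera adjusted p = 0.0494), and its median differences from the WT mean were -2.8, 0.42 and 2.21 in WT and -1.01, 0.90 and 3.7 in HSA-LR replicates 1, 2 and 3. Among the satellite cell markers (camera adjusted p = 0.321) Pax7 was at 0.980 and 2.23 CPM and Vcam1 at 2.56 and 4.32 CPM. Among the tendon markers (camera adjusted p = 0.0800) Comp was at 10.3 and 46.1 CPM and Scx at 3.30 and 5.25 CPM. Among the Schwann cell and nerve markers (camera adjusted p = 0.301) Pmp22 was at 17.7 and 32.5 CPM and S100b at 1.14 and 2.91 CPM. Among the red blood cell markers (camera adjusted p = 0.208) Hba-a1 was at 164 and 366 CPM and Hbb-bs at 278 and 647 CPM. In HSA-LR replicate 1 the tendon and red blood cell markers had median differences from the WT mean of 2.15 and 1.99. The tendon list was called as higher without WT replicate 2, HSA-LR replicate 2 or HSA-LR replicate 3 (camera adjusted p = 0.0393, 0.00547 and 0.0229), and the red blood cell list without HSA-LR replicate 2 (camera adjusted p = 0.00319). With the 7SL and 7SK share as a covariate the mural and red blood cell lists turned down and were called (camera adjusted p = 0.0473 and 0.0076). No lymphocyte marker had enough counts to be tested. Of the 4 sex-linked genes tested none was called, and the Y-linked genes Ddx3y (60.3 and 50.9 CPM) and Uty (21.2 and 16.8 CPM) were expressed in both groups.

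The remaining lists describe signalling and stress. Of 14 immediate early genes, Myc was the 1 called, also when adjusted over the list alone. The list was called as higher (camera adjusted p = 0.0349; adjusted p = 0.633 with an estimated correlation). It lost the call without WT replicate 1, HSA-LR replicate 1 or HSA-LR replicate 2 (camera adjusted p = 0.0925, 0.0982 and 0.0953). With the 7SL and 7SK share as a covariate it was not called either (camera adjusted p = 0.134). Of 26 atrophy, autophagy and muscle mass genes, 4 were higher and 5 lower, with the same counts adjusted over the list alone (camera adjusted p = 0.718). The list's median was 0.01 and its direction in the test down. Eda2r, a receptor gene linked to muscle wasting, rose from 11.9 ± 1.74 to 56.5 ± 22.0 CPM, while the autophagy kinase gene Ulk1 (log2 fold change -1.03 ± 0.16), Fbxo31 (-0.72 ± 0.15) and Nmrk2 fell. Of 15 circadian clock genes, 2 were higher and 3 lower (2 and 4 adjusted over the list alone, camera adjusted p = 0.102), and the list was called as lower without WT replicate 3 (camera adjusted p = 0.0387). Bmal1 (log2 fold change -1.24 ± 0.24) and Nfil3 (-1.33 ± 0.27) fell, and Dbp (0.80 ± 0.17) and Nr1d1 (0.82 ± 0.20) rose. Of 19 imprinted growth genes, 2 were higher and 3 lower (4 and 3 adjusted over the list alone, camera adjusted p = 0.301). Rian and H19 (log2 fold change 1.04 ± 0.26) rose, and the amino acid transporter gene Slc38a4 (-1.28 ± 0.23) and Impact (-0.95 ± 0.20) fell. Of 20 stress response genes, Hspb1 rose (log2 fold change 0.96 ± 0.22) and Chac1 fell (-1.26 ± 0.25), with the same counts adjusted over the list alone (camera adjusted p = 0.524). No interferon response gene was called over all genes or adjusted over the list alone (14 genes, camera adjusted p = 0.0800; called as higher without HSA-LR replicate 2, camera adjusted p = 0.0151), with Ifi27 at 23.8 and 64.3 CPM and Ifih1 at 3.48 and 5.44 CPM in WT and HSA-LR.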

Values the study reported

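The study reported 113 miRNAs as differentially expressed between WT and Mbnl1 knockout quadriceps, of which 62 were higher and 51 lower. It reported an overlap of almost 50% between the miRNA changes of Mbnl1 knockout and HSA-LR mice. It counted 97 muscle development genes among the targets of the miRNAs altered in Mbnl1 knockout mice. These values concern small RNA libraries and their targets, not the total RNA libraries described here.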

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

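The removal of length trends and the 7SL and 7SK covariate were chosen after seeing the data, while the other alternatives were planned. No gene called in both changed sign under any alternative. The number of called genes stayed within 1.5 times 1597 with DESeq2, RLE and upper-quartile factors, no filter, a stricter filter, limma-voom, library sizes without abundant genes and protein coding genes only. It was 16 with limma-trend on log2(TPM + 0.1), 742 with an effective length offset, 1037 with the length trend removed, 968 with the length and GC trend removed, 440 with the 7SL and 7SK share as covariate, and 542 with an absolute log2 fold change of at least 1, which leaves out smaller changes by construction. For the others the cause was not tested. The TPM setting shifted the median log2 fold change of the 13576 genes tested, as far as it covers them, by -0.51. Without 1 library it ranged from 166 to 3294. Of the 88 called genes that the naming rule takes, 77 lost the call with TPM, 56 with the covariate, 26 with the effective length offset, 20 with the block, 20 with the length trend removed, 21 with the length and GC trend removed, 8 with limma-voom, 4 with upper-quartile factors and 0 with DESeq2, besides those whose direction turned. In simulations with 200 changed genes, 1.5% of genes changed by 0.5 on the log2 scale and 37.4% of those changed by 1 were recovered. Most changes of these sizes were thus missed there. The real comparison called 1597 genes, 1055 of them with an absolute log2 fold change below 1. The simulated recovery therefore need not hold for it, although changes of these sizes can be missed.

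With the replicate number as a block 799 genes were called, of which 756 were among the 1597. Nothing in the labels pairs the animals, and residuals of libraries with the same number had correlations of 0.000517, -0.0949 and 0.228 across genes.

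The number of called lists was 14, and 10 to 16 without 1 library, 0 with an estimated correlation, 4 with fry and 7 with the covariate. With the covariate the genes with MBNL-dependent exons (0.0181), mitochondrially encoded genes (1.54e-10) and insulin signalling genes (0.00537) were still called as lower, by camera adjusted p, and the neuromuscular junction list was called as higher (0.00456). With an estimated correlation the adjusted p was 0.418 for the insulin signalling list, 0.601 for the mitochondrially encoded genes, the miRNA processing factors and the targets of miR-23, miR-27 and miR-24, and 0.633 for the other 10 lists. The estimated correlation was -0.0219 for insulin signalling, -0.0251 for miRNA processing and -0.00993 for the targets of miR-23, miR-27 and miR-24. These lie below the preset 0.01, so correlation between genes does not account for the lost calls of these lists. The fry adjusted p was 0.0563 for the genes with MBNL-dependent exons and for the splicing regulators, 0.254 for matrix genes, 0.177 for macrophage markers and immediate early genes, 0.162 for fast fibre genes, 0.226 for sarcomere genes, 0.195 for glycolysis genes, 0.188 for excitability genes and 0.306 for progenitor markers.

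Every HSA-LR library lies above every WT library in the 7SL and 7SK share, so the covariate overlaps with the group. With it the camera adjusted p was 0.406 for macrophage markers, 0.853 for fast fibre genes, 0.42 for splicing regulators, 0.134 for immediate early genes, 0.127 for miRNA processing factors and 0.116 for the targets of miR-23, miR-27 and miR-24. The direction turned for matrix genes (0.116, down), progenitor markers (0.0496, down), sarcomere genes (0.317, up), glycolysis genes (0.692, up), excitability genes (0.692, up), red blood cell markers (0.0076, down) and mural cell markers (0.0473, down). It also turned, without a call in either setting, for tendon (0.103), endothelial (0.111), satellite cell (0.928) and Schwann cell (0.853) markers and targets of miR-1 and miR-206 (0.423), all down, and for atrophy genes (0.423, up). Acta1 had a log2 fold change of 0.58 (edgeR adjusted p = 0.0386). With the length trend removed the camera adjusted p was 0.0697 for the targets of miR-23, miR-27 and miR-24 and 0.222 for miRNA processing factors. With the length and GC trend removed it was 0.0825 and 0.223 for these lists and 0.0642 for immediate early genes. The log2 fold change turned for Ndufb3 (-0.077) and Ndufa2 (-0.12) with TPM. That setting shifted the median log2 fold change of the tested genes by -0.51, so these turns cannot be told from the common shift. The log2 fold change of Ndufa2 also turned with the length trend removed (-0.011) and with the length and GC trend removed (-0.031). The cause was not tested.

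Without 1 library the camera adjusted p ranged from 3.42e-13 to 2.69e-09 for genes with MBNL-dependent exons, 6.1e-11 to 1.61e-05 for mitochondrially encoded genes, 7.56e-13 to 6.84e-05 for matrix genes, 2.68e-10 to 8.41e-07 for macrophage markers, 1.24e-05 to 0.00261 for fast fibre genes, 3.03e-05 to 0.00404 for insulin signalling genes, 5.18e-06 to 0.0338 for sarcomere genes, 4.2e-06 to 0.0188 for glycolysis genes and 7.67e-06 to 0.0171 for excitability genes. It ranged from 0.000375 to 0.0742 for progenitor markers, 0.00548 to 0.0505 for splicing regulators, 0.0138 to 0.0236 for the targets of miR-23, miR-27 and miR-24, 0.00371 to 0.0982 for immediate early genes and 0.0272 to 0.0759 for miRNA processing factors.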

Other observations

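The gene sets of the next 2 paragraphs, the comparisons with other fibre genes and with endothelial and mural markers, the separate tests of macrophage and of matrix genes without HSA-LR replicate 1, the comparison of these genes in HSA-LR replicates 2 and 3 with a bound of 0.2, and the actin and mural marker tests of the genes with 0 counts in WT were chosen only after the results were seen. The settings that remove the length trend were chosen after seeing the data as well.

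Of 14 genes of polyamine metabolism, looked up because some of them had large falls, 4 were lower and 1 higher, and the median log2 fold change was -0.07. Amd1, which encodes the decarboxylase that supplies the aminopropyl group of spermidine and spermine, fell from 1089 ± 231 to 249 ± 86.0 CPM (log2 fold change -2.13 ± 0.27, edgeR adjusted p = 0.00521), though it shares sequence with Amd2, so that the counts of both are uncertain. Smox, which encodes spermine oxidase, fell from 139.8 ± 17.7 to 38.4 ± 12.2 CPM, and Sat1, which encodes the acetyltransferase of polyamine breakdown, rose from 15.1 ± 0.990 to 29.5 ± 1.27 CPM. Of 7 AMP-activated protein kinase genes 2 were lower, Prkaa2 and Prkab2 (log2 fold change -1.77 ± 0.23). Both sets were put together after some of their genes were seen to fall, so that a set test would restate that observation, and none is given.

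Of 78 cytosolic ribosomal protein genes 53 were higher and none lower, with a median log2 fold change of 0.65. Their transcripts are short, with a median length of 615 bases. With the length trend removed 1 was higher, while 71 had positive log2 fold changes with a median of 0.21.

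Chance was examined with the 10 splits of the 6 libraries into 3 and 3, too few for a share under 0.05. As many genes as the 1597 of the real split were called in 1 of the 10, the real one, and the highest other split called 0. As many lists as the 14 of the real split were called in 4 of the 10, the real one included. The other splits called 8 to 18 lists, so the number of called lists does not set the real split apart.

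The lower RNA of genes with MBNL-dependent exons was weighed against a length trend, a single library and a lower share of muscle fibre RNA. The list was called with the length trend removed (camera adjusted p = 1.25e-08) and without HSA-LR replicate 1 (camera adjusted p = 2.69e-09), which argues against either as the whole cause. It was not called with an estimated correlation (adjusted p = 0.633) or by fry (adjusted p = 0.0563). Its median lay below that of 60 other fast fibre, glycolysis and sarcomere genes by -0.256 (95% bootstrap interval over genes, which move together, -0.445 to -0.093). These other genes were lower as well (median -0.33). In HSA-LR replicate 1 the list's median was -0.86, against -0.88, -0.81 and -0.715 for the fast fibre, glycolysis and sarcomere lists. In replicates 2 and 3 it was -0.38 and -0.65, below each of these lists (-0.27 and -0.38 for fast fibre genes). These full lists share genes with the MBNL list, such as Atp2a1 and Tnnt3 (fast fibre) and Ldb3, Ttn and Neb (sarcomere). In replicate 1 the list thus lay below the glycolysis and sarcomere lists, but the gap to fast fibre genes was absent. A lower share of fibre RNA alone therefore stays open. Loss of MBNL activity in the fibres may lower these RNAs, a hypothesis found and examined on the same data, and a difference in RNA quality stays open, although the list was still called with the 7SL and 7SK share as a covariate (camera adjusted p = 0.0181).

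The higher macrophage, matrix and progenitor genes (49 genes, median log2 fold change 1.07) had a median of 0.501 without HSA-LR replicate 1 (95% bootstrap interval over genes, which move together, 0.402 to 0.643), and medians of 0.271 and 0.744 in HSA-LR replicates 2 and 3. These lie above the 0.2 that replicate 1 alone would leave, though 0.501 is not clear of the 0.5 set beforehand as evidence against it. Without replicate 1 the macrophage median went from 1.3 to 0.805 (0.702 to 0.924), with both other libraries above 0.2, whereas the matrix and progenitor median went from 0.953 to 0.414 (0.341 to 0.501) with 0.179 in replicate 2, so for that part a rise in all libraries cannot be told apart from an effect of single ones. The median of the 49 genes exceeded that of the endothelial and mural markers by 0.956 (0.673 to 1.11), which a lower share of fibre RNA alone would move alike, although tendon (1.11), red blood cell (1.16), adipocyte (1.39) and satellite cell (0.70) markers had medians nearer to theirs, and it was 1.07 (0.922 to 1.19) with the length trend removed. More macrophages or connective tissue may account for it, but a difference in RNA quality stays open, since with the 7SL and 7SK share as a covariate the macrophage list lost its call (camera adjusted p = 0.406) and the matrix and progenitor lists turned down (camera adjusted p = 0.116 and 0.0496), and none of the 3 was called with an estimated correlation (adjusted p = 0.633 for each).

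The counts in HSA-LR on genes with 0 counts in WT may stem from reads of the human actin transgene assigned to mouse actin sequences. Of the 3 genes with 0 counts in every WT library and at least 10 in every HSA-LR library, 66.7% align to Acta1, against 0.0589% of other tested genes. With 3 genes, of which Actg-ps1 prompted the explanation, this share decides nothing and the explanation stays open. These are Actg-ps1 (84.0% identity over 1096 bases) and Gm8543 (81.5% over 1127 bases), whereas Gm49361, with 28, 33 and 79 counts, does not align to it. More smooth muscle cells would raise the mural cell markers, whose median log2 fold change was 0.118. The transgene's sequence was not used here, so its reads were not counted.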
